A study of Rattus norvegicus with 2 samples. Its data were reported in "Transcriptome Identified lncRNAs Associated with Renal Fibrosis in UUO Rat Model" (2017).

How the data were processed

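RNA was sequenced from rat urine in 2 libraries, 1 labelled WT, from the sham-operated side of the study, and 1 labelled UUO. UUO is unilateral ureteral obstruction, the surgical closure of 1 ureter, which leads to scarring of the kidney. The strain was Sprague Dawley, and how many rats gave urine to a library is not stated. Per the study's methods, the authors removed ribosomal RNA and prepared strand-specific libraries, as described for kidney RNA. They removed adapter and low-quality reads, aligned the remaining read pairs with TopHat and assembled transcripts with Cufflinks and Scripture. Alignment and assembly are described for kidney and urine together. Urine was taken from the ureter through a catheter in both groups. For urine RNA the study's methods describe centrifugation and a column kit, while the labels name Trizol.

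The deposited table has the layout of a Cuffdiff comparison per gene. The authors gave 1 FPKM value (fragments per kilobase of transcript, scaled to the mapped fragments of the library) per feature and library, and which total entered the scaling is not stated. For each feature the deposited table also holds the authors' p-value and q-value, which were copied and counted but not recomputed. The authors' column of log2 ratios was not used, because many of its cells hold no number, and all changes were computed from FPKM. The genome build is not named in the table, so coordinates are given as listed there without a build. A listed locus is the merged region of all overlapping features. Of 113011 features, 106827 (94.5%) shared their locus with another one, so that the reads of a locus are divided among overlapping entries. FPKM of overlapping features and of near-identical gene copies is therefore uncertain.

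Features carry number-only gene IDs (16484), NONRATG (32269) and NONRATT (58112) identifiers of a noncoding RNA database, names of assembled loci beginning with XLOC (6139), or NM accessions (7). Symbols and gene types were taken from an NCBI RefSeq table of the GRCr8 assembly, which matched 16329 of the number-only IDs (99.1%). No coordinate of that assembly was used.

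The table names its conditions UrRf and Urc, and neither is a sample title. UrRf was read as the UUO library and Urc as the WT library, because the series title speaks of renal fibrosis and because the study's published urine lists print the same values under UUO and sham headings. The names alone do not settle this. Every direction given here rests on that reading, and would be opposite if the names were exchanged. Both columns of FPKM values were used.

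With 1 library per group no test between groups was possible, and no p-value was computed. Genes are not replicates. A feature was called detected at FPKM of at least 1. Changes were expressed as the difference of log2(FPKM + 1), which understates the change of low features, and were counted at 1 or more in size (2-fold) among features with FPKM of at least 1 in either library. Of a feature at 0 in 1 library it is said that it is listed at 0, and no fold is given. The reason is that 0 can be a failed estimate: 20 of 80 ribosomal protein genes were listed at 0 in both libraries. The entry matched to Gapdh, on chromosome 16 with a span of 1291 bp, had an FPKM of 0.406 in WT and 0.367 in UUO urine. It is not at 0, was not tested by the authors, and is not taken as the level of Gapdh. The authors' rule for a changed gene, a p-value under 0.05 and at least 2-fold, was applied to the deposited table. Gene lists were summarised by the median log2 difference and its percentile among 10000 random lists of the same size, drawn from 9831 annotated genes and matched on mean log2 expression in 20 bins. The percentile describes these libraries and is not a test.

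The named features are the 5 with the greatest log2 difference in each direction among those that pass the authors' rule, all members of the fibrosis list, and the lncRNAs the study followed in urine. This rule, the settings above and 10 gene lists were fixed before the data were examined. Other features that are named were chosen after their values were seen. The 10 lists were fibrosis genes, urinary fibrosis proteins, inflammation and chemotaxis, kidney injury, tubule, urothelium, blood, leukocyte, ribosomal protein and mitochondrial. The mitochondrial list was empty, since 0 features lay on the mitochondrial chromosome. 5 further lists (male accessory gland, red-cell genes outside haemoglobin, platelet, proximal tubule, and loop with distal tubule and collecting duct) were written after the data had been seen. The values of 1 gene of the male accessory gland list are not reported here. Of the 8 lncRNAs the study followed in urine, 5 with TCONS names were not analysed here.

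Read counts were not used here, so depth was approached through FPKM steps. FPKM of assembled features alone at their locus, with a span of 400 to 1200 bp, were fitted as whole numbers of fragments with 1 normalising total and 1 length offset per library. Both totals were searched within the same limited range, so totals far apart could not be found. In the WT library 93.5% of 186 values came within 0.1 of a whole number, at a total of 2116000 fragments. In the UUO library 99.4% of 3530 values did, at a total of 2444000 fragments. For a 1000 bp feature, an FPKM of 0 allows up to 3 fragments, or an FPKM of 1.63 in the WT and 1.49 in the UUO library. The totals are smaller than the read numbers the study states, and need not be the sequencing depth. These limits cover counting error only, and PCR copies were not told apart.

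Alternatives were another pseudocount (0.1 or 10), other FPKM limits (above 0, or 5), loci of at least 500 bp, a 4-fold limit, stricter p-value limits, tested features only, and 3 rescalings: to equal sums, by the median ratio of features detected in both libraries, and to the same 75th percentile of features above 0. Leaving out XLOC features and summing FPKM per locus were chosen after the data had been seen. The steps were tested on simulated data without zeros, built from number-only genes with an FPKM of at least 5 in WT urine. Of 6462 such genes with noise of 0.3 (SD, log2), 100 raised 8-fold and 100 lowered 8-fold were all recovered with 0 false calls. This checks the calculation and does not give the rate of false calls in these libraries. Of unchanged simulated lists, 90% fell in the middle 90% of matched lists, and 100% of 200 simulated fragment numbers were recovered. The simulated total lay inside the range searched. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.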

Results

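Urine RNA of sham-operated (WT) and UUO rats was compared to ask which transcripts, lncRNAs in particular, differ in urine when the kidney becomes fibrotic. There was 1 library per group, so no difference below has a replicate check within these data, and each describes these 2 libraries. The columns were assigned to WT and UUO from abbreviated names and the study's published lists. The normalising total recovered from the steps in the FPKM values was 2116000 fragments for WT and 2444000 for UUO urine.

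Of 113011 listed features, 14941 were detected in WT urine and 25143 in UUO urine at FPKM of at least 1. Both libraries detected 11282 of them, UUO alone 13861 and WT alone 3659. With FPKM above 0 as the limit, the numbers were 27525 and 79731. Features of every main kind of identifier were detected more often in UUO urine. Among number-only gene IDs, 7793 were detected in WT and 9278 in UUO urine. Among assembled XLOC features, 782 were detected in WT and 5899 in UUO urine. NONRATG features numbered 2085 in WT and 3572 in UUO urine, and NONRATT features 4278 and 6391.

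A few features held a great part of the summed FPKM. The 10 highest features held 39.4% of the sum in WT and 31.1% in UUO urine, and the 100 highest held 49.6% and 41.5%. In WT urine NONRATG013757 alone held 29.2%. It lies on chromosome 18 from 29351304 to 29351445, a span of 141 bp, and had an FPKM of 229714 in WT against 1111 in UUO urine. FPKM of such short features depends strongly on the length correction. Over loci of at least 500 bp, the 10 highest features held 9.68% of the sum in WT and 28.7% in UUO urine, so that the order of the libraries was the opposite. In UUO urine the highest feature was the beta-globin gene Hbb, with 10.7% of the sum.

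Across 28802 features with FPKM of at least 1 in either library, Pearson's r between the libraries was 0.334 and Spearman's rho 0.170 on the log2(FPKM + 1) scale. Over the 11282 features detected in both, r was 0.732 and rho 0.700. Genes are not independent replicates, and these values only describe the pair of libraries.

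By the 2-fold limit 14182 features were higher and 7335 lower in UUO urine, so that 65.9% of the changed features were higher. This split moved with the scaling. The share of higher features was 81.6% (24135 higher, 5452 lower) after rescaling to equal sums, 83.4% (22856 and 4536) after rescaling by the median ratio, and 96.6% (61300 and 2179) after rescaling to the same 75th percentile. Among number-only gene IDs the split was the other way, with 2534 higher and 3600 lower. The median log2 difference of the 7218 number-only genes detected in both libraries was -0.81 as deposited, -0.25 after rescaling to equal sums, -0.05 by the median ratio and 1.70 by the 75th percentile.

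The authors' rule (p-value under 0.05, at least 2-fold) was met by 997 features of the authors' deposited table, 793 higher and 204 lower in UUO urine. The table marks 13782 features as tested, and a uniform p-value would place 689 of them under 0.05. The lowest q-value in the authors' deposited table was 0.0574, shared by 12 features, so 0 features had a q-value under 0.05. Of the 997 calls, 952 (95.5%) were listed at 0 in 1 of the libraries. Only 45 calls were above 0 in both, 17 higher and 28 lower, out of 8242 tested features above 0 in both. XLOC features made up 763 of the calls (76.5%), 596 higher and 167 lower. Number-only gene IDs gave 168 higher and 27 lower calls, and NONRATG, NONRATT and XLOC features together gave 625 higher and 177 lower calls.

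**Figure D1:**
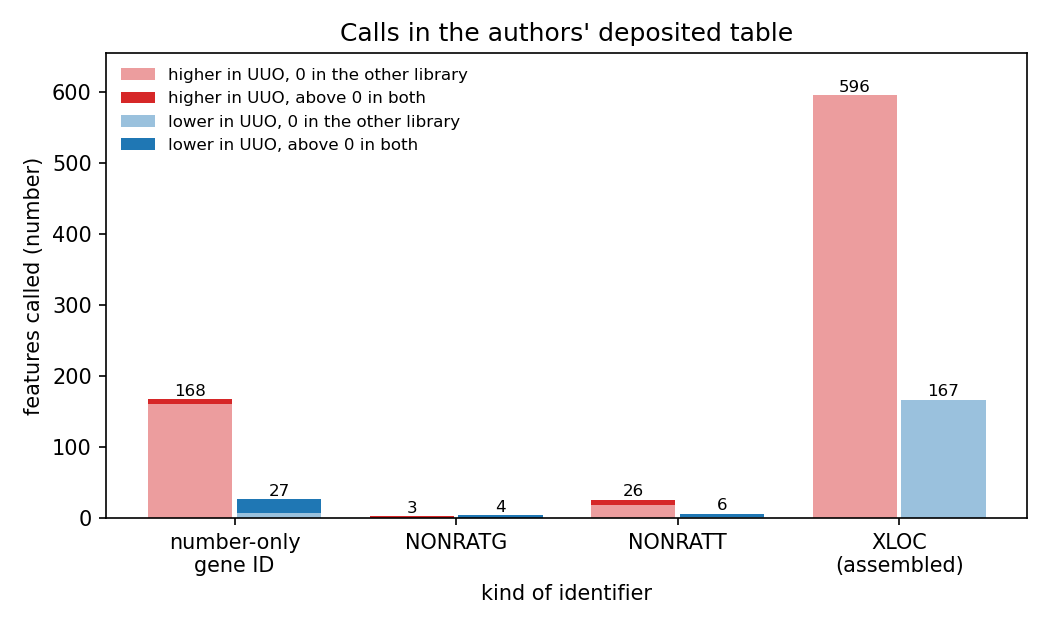
Number of features that met the authors' rule in the authors' deposited table (vertical axis) by kind of identifier (horizontal axis), higher (red) or lower (blue) in UUO urine, with pale bars for features listed at 0 in the other library. Most calls are XLOC features listed at 0 in WT urine (596 higher, 167 lower over all XLOC calls).

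The call with the greatest log2 difference was NONRATT044682 (chromosome 5, 63519273 to 63526393), with an FPKM of 2506 in UUO and 0.599 in WT urine, a log2 difference of 10.62. Its p-value in the authors' deposited table was 0.0282 and its q-value 0.253. The locus holds 16 features. Another of them, NONRATG024018, had an FPKM of 6879 in UUO and 3254 in WT urine. Summed over the locus, FPKM was 9392 in UUO and 3268 in WT urine, 2.87-fold apart. NONRATG024018 was chosen after its values were seen.

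The other calls named by the rule were each listed at 0 in 1 library. In UUO urine XLOC_000150 had an FPKM of 451.8 and XLOC_002534 of 401.6. Both have the same listed locus (chromosome 1, 32415129 to 32415426). The chemokine gene Ccl3 (ID 25542, chromosome 10, 70501116 to 70502669) had an FPKM of 294 and XLOC_002707 (chromosome 1, 56864139 to 56864543) of 238. Ccl3 had a p-value of 5e-05 and a q-value of 0.0574 in the authors' deposited table. On the WT side, Andpro (ID 25030, chromosome 3, 149833587 to 150507740) had an FPKM of 792, XLOC_004848 (chromosome 10, 9233379 to 9233622) of 389.8, XLOC_009252 (chromosome 12, 17345954 to 17346162) of 326, XLOC_036484 (chromosome X, 14894682 to 14895261) of 277 and XLOC_027752 (chromosome 5, 13848335 to 13848570) of 265.

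**Figure D2:**
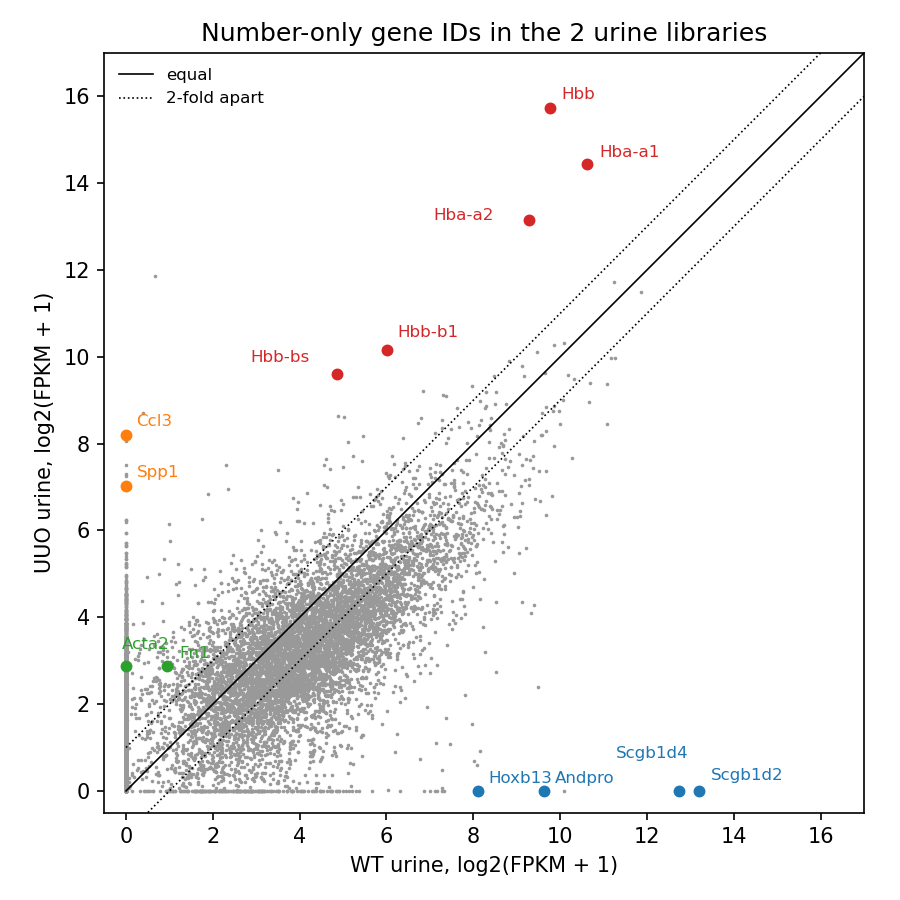
log2(FPKM + 1) in WT urine (horizontal) and UUO urine (vertical) for number-only gene IDs, 1 grey point per gene, with the line of equality, dotted lines 2-fold apart, and Ccl3 with Spp1 (orange) and Acta2 with Fn1 (green) marked. Globin genes (red) lie far above the line, with Hbb at an FPKM of 54777 in UUO and 877 in WT urine, and Andpro (FPKM 792 in WT urine) lies on the horizontal axis with other genes listed at 0 in UUO urine (blue).

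The study followed 8 lncRNAs in urine, and 3 of them were found by identifier. Besides NONRATT044682, these are 2 number-only gene IDs, which RefSeq lists as the protein-coding beta-globin genes Hbb-b1 and Hbb-bs. Hbb-b1 (chromosome 1, 175104272 to 175111783) had an FPKM of 1150 in UUO and 64.0 in WT urine, a log2 difference of 4.15. Hbb-bs (chromosome 1, 175098753 to 175100161) had an FPKM of 775 in UUO and 28.3 in WT urine, a log2 difference of 4.73. In the authors' deposited table their p-values were 0.0179 and 0.0357, and both q-values were 0.253. Globin genes are near-identical copies that can share reads, so the FPKM of each copy is uncertain.

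The 6 fibrosis genes gave a mixed picture. Acta2 (chromosome 1, 259760520 to 259773301) was listed at 0 in WT and at an FPKM of 6.37 in UUO urine, with a p-value of 0.0359 and a q-value of 0.253 in the authors' deposited table. Fn1 (chromosome 9, 78674436 to 78743407) rose from 0.921 to 6.33. Col1a1 (chromosome 10, 82563428 to 82580364) was 9.20 in WT and 13.6 in UUO urine, and Ccn2, also called Ctgf (chromosome 1, 23331543 to 23334675), was 4.06 and 4.92. Summed over the 6 features of its locus, FPKM was 16.6 in WT and 4.92 in UUO urine, so that the direction of Ccn2 was opposite, with a log2 difference of -1.57. Col3a1 (chromosome 9, 51689460 to 51725418) was 17.8 in WT and 13.4 in UUO urine, and Tgfb1 (chromosome 1, 83735372 to 83758473) was 8.12 and 4.40. After rescaling by the median ratio Col3a1 was higher in UUO urine, with a log2 difference of 0.42. The median log2 difference was 0.37, at percentile 89.0 of the matched lists. By the p-values of the authors' deposited table, 1 gene was under 0.05, and 0 were adjusted over the list alone.

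Among the other lists fixed in advance, the median of the 5 blood genes was 5.17, above all 10000 matched lists. The median of the 12 inflammation and chemotaxis genes with FPKM of at least 1 in either library was 2.96, also above all matched lists. Of the 18 genes of that list, 14 were listed at 0 in WT and above 0 in UUO urine. Of these 14 genes of the list, Tlr2 (FPKM 0.0088), Cxcl10 (0.606), Il1a (0.641) and Tnf (0.979) were under the detection limit in UUO urine. By the p-values of the authors' deposited table, 5 of its 8 tested genes were under 0.05, 4 when adjusted over the list alone and 0 over all features. The study had drawn attention to these categories from the same libraries, so the list is not independent evidence. The medians were 2.46 for kidney injury genes (percentile 99.9, 7 genes), 2.11 for leukocyte genes (percentile 98.2, 9 genes), 1.66 for the 3 urinary fibrosis proteins (percentile 99.6), 0.65 for urothelium genes (percentile 99.9, 9 genes) and 0.36 for 58 ribosomal protein genes (percentile 100). The 15 tubule genes had a median of -0.51 (percentile 78.6), and this median was above 0 under each of the 3 rescalings, at 0.08 after rescaling to equal sums. The leukocyte percentile ranged from 91.3 to 98.7 over the settings tried.

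**Figure D3:**
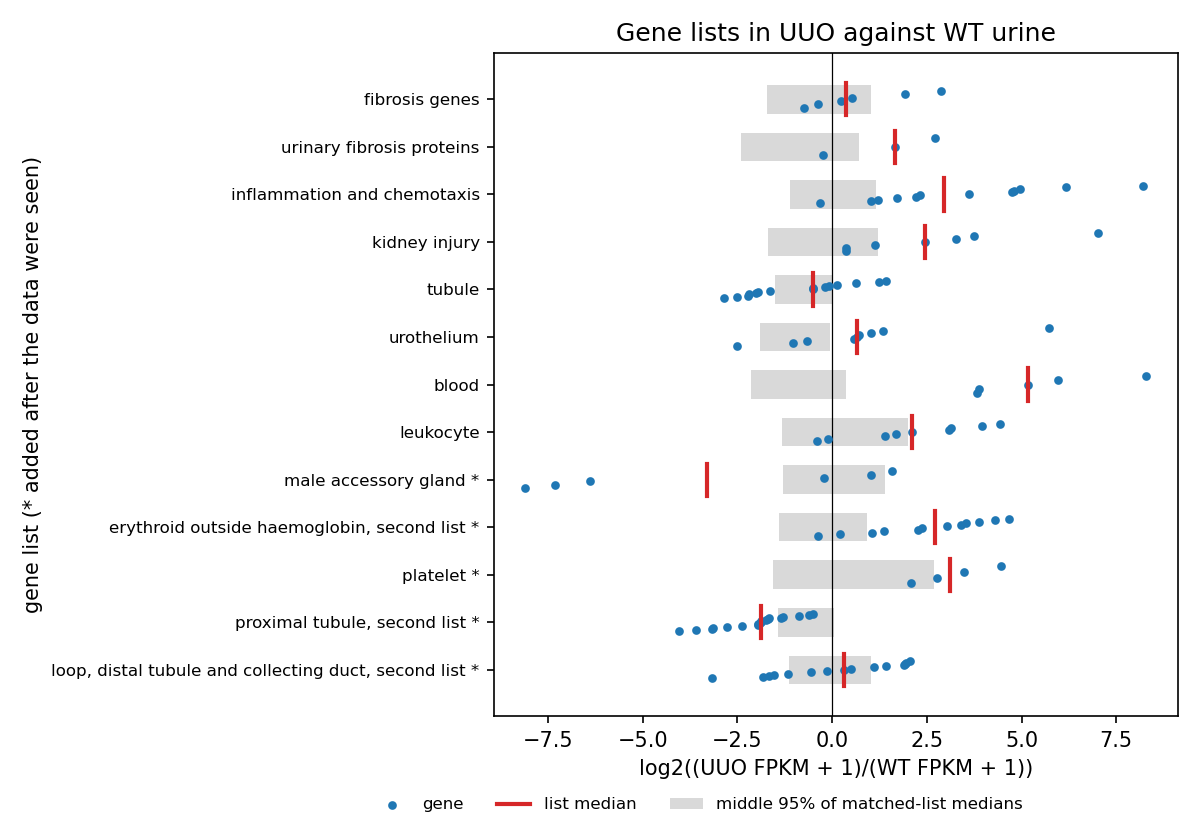
log2((UUO FPKM + 1)/(WT FPKM + 1)) of each gene (blue points) by list (vertical axis), with the list median (red line) and the range of the middle 95% of medians of matched random lists (grey). The blood list (median 5.17) and the inflammation list (median 2.96) lie to the right of their grey range, and lists with an asterisk were added after the data were seen.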

Values the study reported

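The study reported 997 differentially expressed genes in the urine of UUO rats against sham rats, at a fold change limit of 1 on the log2 scale and p < 0.05. It gave 168 mRNAs as up-regulated and 27 as down-regulated. For lncRNAs it gave 177 as down-regulated and a greater number as up-regulated. NONRATT044682 and the features numbered 361619 and 689064 were described there as abundant lncRNAs in UUO urine. The study also measured the lncRNAs it followed in urine by quantitative PCR. It names NONRATT044682 and 689064 (Hbb-bs) among those detected in UUO urine, with the same direction as the sequencing. It does not name 361619 (Hbb-b1) among them.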

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

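No paired analysis was possible because each group has 1 library. Counts and shares within 1.5 times of the value in the report, correlations within 0.1 of it, and log2 differences that kept their sign and their side of 1 are taken as unchanged. By these limits 39 results were recomputed under 148 combinations with an alternative in all.

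The numbers of higher and lower features depended on most settings. A pseudocount of 10 gave 3350 higher and 3052 lower, a 4-fold limit 7691 and 2973, and tested features alone 5878 and 4224. FPKM of at least 5 in either library gave 6709 higher. Rescaling to equal sums gave 24135 higher, the median ratio 22856 higher and 4536 lower, and the 75th percentile 61300 higher and 2179 lower. Leaving out XLOC features gave 8779 higher, and FPKM summed per locus gave 4270 lower, both chosen after seeing the data. With FPKM above 0, 27525 features were detected in WT and 79731 in UUO urine, and with FPKM of at least 5, 9791 and 12803. Limits on values and on tested features change how many features can be counted. The cause of the shifts with scaling was not tested.

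The calls of the authors' deposited table fell to 109 higher and 52 lower at a p-value under 0.01, to 0 and 0 at a q-value under 0.05, and to 17 and 28 among features above 0 in both libraries. With loci of at least 500 bp 55 lower calls were left. Without XLOC features 197 higher and 37 lower calls were left. A 4-fold limit moved neither number. Of 405 calls at shared loci, 17 (14 higher, 3 lower) were under 2-fold or opposite when FPKM was summed over the locus, an alternative chosen after seeing the data.

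In WT urine the 10 highest features held 9.68% and the 100 highest 24.7% of the sum over loci of at least 500 bp. In UUO urine the shares were 28.7% and 39.6%, so that UUO urine was the more concentrated library there and WT urine over all loci. Pearson's r was 0.130 with a pseudocount of 0.1, 0.732 over features detected in both libraries, 0.615 without a filter and 0.582 without XLOC features. Spearman's rho was 0.700, 0.383 and 0.448 under the last 3 of these. The cause was not tested.

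Medians of the blood, inflammation, kidney injury, leukocyte and urinary fibrosis protein lists kept their direction and their side of 1 under a pseudocount of 0.1 and the 3 rescalings. The tubule median reversed to 0.0805 after rescaling to equal sums, 0.29 by the median ratio and 2.05 by the 75th percentile. The urothelium median passed 1 under the same 3 rescalings, at 1.28, 1.498 and 3.32. The fibrosis median reached 1.14 by the median ratio and 2.89 by the 75th percentile, and the ribosomal protein median 1.20 and 3.02. Each rescaling raises UUO values by 1 factor, which moves such medians upward. The percentile of the fibrosis list among matched lists ranged only from 86.1 to 90.04. Among single features, Col3a1 reversed to 0.42 and Col1a1 passed 1 by the median ratio. Ccn2 reversed to -1.57 when FPKM was summed over its locus, where other features held WT signal, an alternative chosen after seeing the data. NONRATT044682, Hbb-b1 and Hbb-bs stayed on their side under every alternative tried, NONRATT044682 falling to a log2 difference of 1.52 when summed over its locus.

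Depth limits what the zeros can show. In UUO urine the assembled features used for the fragment steps had a median of 9 fragments. A feature of that size at 0 in WT urine is compared with a limit of 3 fragments.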

Other observations

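The tests of depth, and of scaling and gene copies at the globins, were chosen only after the result was seen. So were those of the locus of NONRATT044682, of the prostatein genes and of the inflammation genes. The tests on chromosome counts, the second red-cell list and the second tubule lists were set before their results were seen. The outcomes for leukocytes, for the seminal vesicle and for tubule segments were changed to open after their values were seen.

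Assembled XLOC features were above 0 in UUO urine far more often than in WT urine. Of 5310 tested XLOC features, 85.4% were listed at 0 in WT urine, against 7.26% of the tested number-only gene IDs. By the fitted steps, 1 fragment on a 1000 bp feature stood for an FPKM of 0.542 in WT and 0.496 in UUO urine. The assembled features fitted in UUO urine had a median of 9 fragments. At like FPKM a feature of that size would hold nearly as many fragments in WT urine. This would argue against a lower depth of the WT library as the whole cause, for features of that size. But both totals were searched within the same limited range, so totals far apart could not have been found. The steps alone therefore do not exclude a lower depth. The UUO normalising total was 1.16 times the WT total, but which total entered the FPKM values is not stated, so this need not be the ratio of the depths. PCR copies were not told apart either. Low values were also scarcer in WT urine. Of number-only gene IDs, 8024 were above 0 and 7793 at FPKM of at least 1 in WT urine, against 12008 and 9278 in UUO urine. A lower depth of the WT library therefore stays open. A comparison with annotated genes of the same span and UUO FPKM decided nothing, since only 5 such genes were found, of which 100% were listed at 0 in WT urine, as were 96.5% of 1765 such XLOC features. Genomic DNA or another background spread over the genome may be a source. Over 21 chromosomes, the counts of 4448 such features alone at their locus departed from the highest listed coordinate of each chromosome with a chi-square of 309.5, and from the number of annotated genes with a chi-square of 397, a ratio of 1.28. Against the number of genes detected in both libraries the chi-square was 369. By chi-square the counts were nearer to chromosome length, as a background predicts, but far from all 3. Features alone at their locus lie outside all other listed features, which can by itself favour length. The nearness to length therefore does not decide the source. Spearman's rho was 0.792 with length, 0.774 with annotated genes and 0.798 with genes detected in both, so by rho length was not the closest. The test was set as a plain comparison of length with annotated genes, by which length is the better one. A margin of 1.5 times was added to it later, and under it the source cannot be told apart from transcription outside annotated genes. The ratio moved most with chromosome X, which held 46 such features against 237 by length and 143 by annotated genes. The low count on X is itself not what a background spread by length predicts. With X left out, a step chosen after the counts were seen, the chi-squares were 141 and 321, a ratio of 2.29, past the margin and toward length. With 1 of the 20 autosomes left out it ranged from 1.07 to 1.55, the highest with chromosome 4 left out.

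The 6 haemoglobin genes held 17.3% of the summed FPKM in UUO and 0.407% in WT urine. A different scaling of a library by 1 factor would leave these shares as they are, so it does not account for their difference. The summed FPKM was 27.6 times higher in UUO urine as deposited and up to 175 times after rescaling. The rescalings divide UUO values by 0.648, 0.556 or 0.158, so each could only raise the ratio, and that rise decides nothing. Reads moved between the copies are excluded as the whole cause by the summed FPKM, with all 6 members higher. Red-cell RNA in the UUO urine may explain the pattern. A second list of red-cell genes outside haemoglobin had a median log2 difference of 2.70, at percentile 100 of the matched lists (99.6 at the lowest over 5 settings), with 11 of 12 genes higher. Of its 14 genes, 6 were above 0 in WT urine and 0 stand in another list. Bleeding from the surgery or the catheter and the obstruction itself were not separated, since each group has 1 library. A list of platelet genes had a median of 3.12 (percentile 99.9, 4 genes). For Hbb-b1 and Hbb-bs, reads spilled over from Hbb stay open: Hbb-b1 was 2.099% of Hbb in UUO and 7.29% in WT urine, so the UUO value of Hbb-b1 could be made up by a small share of misassigned Hbb reads.

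NONRATT044682 was near 0 in WT urine while its locus was not. The FPKM summed over the locus differed 2.87-fold, with NONRATG024018 at 3254 in WT urine. This is consistent with WT reads having been assigned to another feature of the same locus. The same was seen at Rpph1 (chromosome 15, 31571413 to 31571670), with an FPKM of 3731 in UUO and 0.589 in WT urine, where the sum over the locus differed 1.16-fold.

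WT urine held transcripts that UUO urine did not list. Scgb1d2 had an FPKM of 9354 and Scgb1d4 of 6798, and both were listed at 0 in UUO urine. They encode parts of prostatein, a secretory protein of the rat prostate. Few fragments do not account for the values, since Scgb1d2 would rest on 2415 fragments in WT urine even for a transcript of 250 bp. RNA of the seminal vesicle or of the prostate may be a source. For the seminal vesicle, 0 of 6 secretion genes were above 0 in WT urine, but a 0 in this table can be a failed estimate, so it stays open. The other genes of the male accessory gland list had a median log2 difference of -3.30, at percentile 0 of the matched lists. Of the 6 genes compared, 4 were higher in WT urine, among them Hoxb13 (274), Scgb2a1 (177) and Sbp (160, all FPKM in WT urine). Pbsn, Msmb, Tgm4 and Spink1 were listed at 0 in both libraries and did not enter the median. How the urine was collected was not tested.

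Proximal tubule genes were lower in UUO urine as deposited. Of a second list of 21 such genes, 19 had an FPKM of at least 1 in either library. Their median log2 difference was -1.89 (percentile 0.045), and all 19 were lower. After rescaling to equal sums or by the median ratio 17 of the 19 were lower. After rescaling to the same 75th percentile the median was 0.51, with 10 higher and 9 lower. Relative to matched lists the list stayed low, at percentile 0.045 or less in the 5 settings. Of a second list of 22 loop, distal tubule and collecting duct genes, 15 met the same limit. Their median was 0.32 (percentile 81.8), with 8 genes higher and 7 lower. The difference of the medians was -2.21 and ranged to -2.46 over 5 settings. Because the second list went both ways, with Scnn1a at -3.17 and Hsd11b2 at 1.91, it does not decide whether fewer tubule cells of every segment were in UUO urine, and that stays open. A change of proximal tubule cells or of their transcripts under obstruction was not tested.

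Inflammation genes were mostly listed at 0 in WT urine. Of the 8 with an FPKM of at least 5 in UUO urine, 6 (75%) were listed at 0 in WT urine. Chance dropout is argued against for the 6 as a set, since 3.56% of annotated genes of like UUO FPKM were listed at 0 in WT urine. Of those whose locus was also no longer than that of the inflammation gene, 16.6% were, on average over the 8 genes. That average includes Nfkbia and Il1rn, which were above 0 in WT urine. The share was 4.76% for S100a9, 6.67% for Ccl3, 9.64% for Il1b and 15.6% for Cxcl2. It was 33.3% for Ccl2 and 40% (of only 5 genes) for S100a8, so for these genes dropout stays open. Leukocytes in the UUO urine could be a source. The leukocyte list lay at percentile 98.2 of the matched lists, but at 91.3 under 1 of 5 settings, and 3 of its 12 genes were above 0 in WT urine. That setting was a pseudocount of 0.1, and under the 3 rescalings the percentile was 98.5, 98.7 and 95.045. Of the 9 genes compared, 7 were higher in UUO urine as deposited and 9 after rescaling by the median ratio. Tyrobp, Coro1a, Cd68 and Laptm5 were listed at 0 in WT urine and had an FPKM of 20.7, 14.4, 7.87 and 7.41 in UUO urine. Lyz2 was 7.55 in WT and 26.5 in UUO urine. The most abundant gene of the list, Cd74, was 70.0 and 64.8. Leukocytes stay open as a source, because with the lower pseudocount the list median lay inside the middle 90% of matched lists.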
